A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Genome-Wide Gene Expression Analysis in Response to Organophosphorus Pesticide Chlorpyrifos and Diazinon in C. elegans" (2010).

How the data were processed

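Gene transcription in the nematode Caenorhabditis elegans treated with chlorpyrifos (CPF) was compared with that of control worms on 6 arrays with 2 colours. CPF is an organophosphorus insecticide that inhibits acetylcholinesterase. Worms of the wild type strain N2 grew from eggs for 72 hours at 16 °C on agar with Escherichia coli as food, and were collected between the larval stages L3 and L4. The agar of the control worms held acetone, the solvent of CPF. Each array carried 1 CPF sample and 1 control sample. On 3 arrays the CPF sample was labelled with Cy5 and the control sample with Cy3 (CPF Cy5 replicates 1 to 3), and on 3 arrays the dyes were exchanged (CPF Cy3 replicates 1 to 3). The labels give the CPF concentration as 0.5 mg/ml. The text of the study gives the same figure per litre, and the files alone do not settle which unit applies. The study states that its doses lay below the median effect concentrations it cites for reproduction and growth. Only the figure per litre meets that. The series text calls the replicates biological. Whether every array had a control extract of its own was not given in the sources used here, so p-values measure the spread between these arrays.

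The arrays were long-oligonucleotide arrays from Washington University. Per the file headers, they were read with a ScanArray Express scanner and spots were quantified in fixed circles. The deposited intensity values were the mean and median brightness of each spot and of its local background in both channels, on a linear scale and not normalized. The deposited files also gave the percent of saturated pixels per spot and a code from the scanner software for each spot, whose meaning was not given in the sources used here. The scanner's own normalized columns were not used. The authors also deposited a series table of log2 ratios. Per the study's methods it was made with loess within arrays and Aquantile between arrays in limma. Set against the scanner values, each of its columns equalled the log2 ratio of CPF over control from a loess fit of the mean intensity without background correction, to within 0.0148 on the log2 scale. Scale, centring and direction of the table were thereby known. Its column medians were -0.00107, -0.000791 and -0.000933 for CPF Cy5 replicates 1 to 3 and -0.00213, 0.0021 and 0.00608 for CPF Cy3 replicates 1 to 3.

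Each array held 23232 spots, of which 742 were control or empty spots, leaving 22490 probes. Sequence names from the files were matched to a gene table of the reference assembly WBcel235, which was used for names only. This named 21382 probes by locus tag and 31 through the gene number in the platform annotation, and 1077 kept the name in the file. The platform annotation gave 17447 probes 1 gene symbol and did not list 5043. The name and the annotated gene differed for 35 probes. The probes stood for 18865 genes, of which 2150 had several probes. A gene was represented by the probe with the highest mean brightness over the 6 arrays.

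Background was corrected with normexp and an offset of 50 on the mean foreground and the median local background. Log2 ratios were normalized within each array with a global loess in which control spots had weight 0, and Aquantile between arrays, which leaves log ratios as they are. All ratios are given as CPF over control. A linear model was fitted to each probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a treatment term and an intercept for the dye effect of the probe. Tests were two-sided, and p-values were adjusted after Benjamini and Hochberg over all probes or over all genes. Genes with an adjusted p below 0.05 were called changed. The SE is that of the fitted log2 fold change, moderated across probes, with n = 6 arrays. The rank product named in the study's methods was computed with an implementation written for this work, with 100 permutations and a percentage of false positives (PFP) below 0.05. Tables were handled with pandas 2.3.3 and figures drawn with matplotlib 3.10.9.

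A spot was counted as above background where its mean foreground exceeded the mean local background by more than 2 SD, and as saturated where at least 25% of its pixels were. A gene that was above background on no array of a condition has only a bound there. Its change is then given as a lower limit, the mean of the brighter condition over the mean of, per array, the higher of the lowest signal among probes above background and the probe's own signal. This bound is open to dye bias only as far as the swap is unbalanced. The number of arrays and the signal over background limit the precision of all values.

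Gene lists were tested with camera of limma, with the inter-gene correlation preset to 0.01 and adjustment over 30 lists, and again with an estimated correlation and with fry. The lists came from gene family names and from functions that the exposure is known to touch, with markers of stage, germline and tissues among them. Those that the study discussed on these samples are not independent evidence and are named as such in the text. Members past the threshold were counted over all genes and adjusted over the list alone. Groups, tests, lists and the rule for named genes were fixed before the data were examined. That rule took the 12 genes with the highest and the 12 with the lowest log2 fold change among genes called changed with the same sign on all 6 arrays, up to 4 genes of each list with the smallest p, and genes that the study discussed. It gave 142 genes, of which 54 were called changed.

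The tests were run on simulated data made from the fitted dye effect and residual spread of the 22490 probes on 6 arrays, with 200 probes changed. Noise was normal and independent between probes and arrays. For the comparison of CPF with control, limma recovered 48% of probes changed 1.5-fold, 86% of those changed 2-fold, 96% at 3-fold and 100% at 4-fold, and 4.07% of its calls were false. The rank product recovered 54%, 98%, 100% and 100% at these folds, but 45.2% of its calls were false when each probe had the spread estimated for it. Spreads estimated from 6 arrays vary more between probes than the true ones. The share of false calls therefore belongs to the simulation and may be too high for the real data. With equal spreads and no dye effect 0% were false. Spread and dye effect changed together, so the difference cannot be credited to the spread alone. In a simulation of lists, a list of 30 genes moved by 0.5 on the log2 scale was called, and 0 of 100 unmoved lists were. The simulated probes varied independently, so this does not show how often camera calls unmoved lists of genes that vary together.

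The file headers gave 2 scan days with 3 arrays each. CPF Cy5 replicates 1 and 2 and CPF Cy3 replicate 1 were scanned on day 1 and the other 3 arrays on day 2. Both days hold both dye orientations, so values are also given with scan day as a block and within each day. The block was fitted to the ratio of Cy5 over Cy3. It takes out a dye ratio that differs between days, not a difference between days in CPF over control. With 3 arrays a fit leaves 1 dye orientation with a single array, which is assumed to vary like the others.

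Alternatives covered the background correction, the normalization within and between arrays, a filter on dim probes, only spots with scanner code 3 kept, the dye term, a replicate block, array quality weights, the variance prior, the authors' series values, the probe rule, the thresholds and each array left out. The scan day fits, the median in place of the mean foreground, and the fit without CPF Cy3 replicates 2 and 3 were added after the data had been seen. Control and empty spots entered no test. No build of the genome was named in the sources used here, so no coordinates are given.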

Results

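Transcript levels in worms raised on CPF were measured against those of control worms on 6 arrays, 3 with CPF in Cy5 and 3 with CPF in Cy3. Between 34.98% and 61.6% of probes were above background per sample, the lowest share being that of CPF in CPF Cy3 replicate 2 and the highest that of the control in CPF Cy3 replicate 1. In at least 1 condition 7879 probes (35.03%) were above background on all arrays, and 7888 (35.1%) were above it nowhere. Empty spots were above background in 0.162% of cases. Per sample at most 144 probes were saturated.

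Among the genes that were higher in CPF treated worms were 10 of 74 cytochrome P450 genes, 4 of 64 UDP-glucuronosyltransferases and 3 of 48 glutathione S-transferases. Among those that were lower were 4 of 6 yolk protein genes, 7 of 15 major sperm protein genes and 18 of 155 cuticle collagens. Of the 30 gene lists 13 passed camera with the preset correlation and 0 with an estimated correlation. The highest rises hardly differed. They were those of the predicted gene H25K10.4, with a log2 fold change of 2.28 ± 0.34 (SE, n = 6), and the cytochrome P450 genes cyp-35A4 (2.28 ± 0.12) and cyp-35A3 (2.28 ± 0.14). The strongest fall was that of the yolk protein gene vit-6 (-2.34 ± 0.38), followed by vit-2 (-2.10 ± 0.31) and the cuticle collagen col-60 (-1.99 ± 0.19). In all, 225 of 18865 genes were significantly regulated in CPF treated worms, 61 higher and 164 lower, and 211 of them had the same sign on all 6 arrays. Folds ranged from 1.36 to 4.87 among the genes that rose, with a median of 1.91, and from 1.38 to 5.05 among those that fell, with a median of 1.96. A change of at least 2-fold was seen in 102 genes, 27 higher and 75 lower.

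Over probes, 210 of 22490 passed the limma test, 58 higher and 152 lower, and 2173 had an unadjusted p below 0.05. The rank product called 604 probes for 559 genes, of which 168 probes were higher and 441 lower with 5 called in both directions, and it shared 200 probes with limma. Without CPF Cy5 replicate 1 the rank product called 353 probes, and without CPF Cy5 replicate 2 it called 362. Of the changed genes 12 were above background in only 1 condition or saturated on all arrays of a condition. Of these 2 were higher and 10 lower, and 0 were below background in both. Among genes with several probes, 33 had a probe called, 4 had all of them called, and in 0 were probes called in opposite directions. A dye effect passed the threshold in 6 probes.

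These counts depended on single arrays and on the background correction. Without CPF Cy5 replicate 1 they fell to 37 genes and 19 probes, without CPF Cy5 replicate 2 to 7 genes and 6 probes, without CPF Cy5 replicate 3 to 84 genes and 52 probes, and without CPF Cy3 replicate 3 to 24 genes and 23 probes. Without CPF Cy3 replicate 1 the limma test gave 313 genes and 335 probes, and without CPF Cy3 replicate 2 it gave 207 genes and 196 probes. With no background correction it called 16 probes, 11 higher and 5 lower, with plain subtraction 3 higher and 0 lower, and from the authors' series values 16 probes, 11 higher and 5 lower. With scan day as a block 130 genes were called, 49 higher and 81 lower. That block does not remove a difference between days in CPF over control. Within scan day 1 there were 863 genes and within scan day 2 there were 139. Of the 54 named genes that were called, 54 kept their direction under each of these settings where they had a value. Every setting reused these 6 arrays, and the genes with the largest changes were chosen for the same sign on all 6. Kept directions were therefore largely built in. The call was lost by 14 of the 54 genes with scan day as a block, by 5 within day 1 and by 18 within day 2. The genes cyp-35A4 and cyp-35A3 passed in all 23 settings, with adjusted p of at most 0.0306 and 0.0333.

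**Figure D1:**
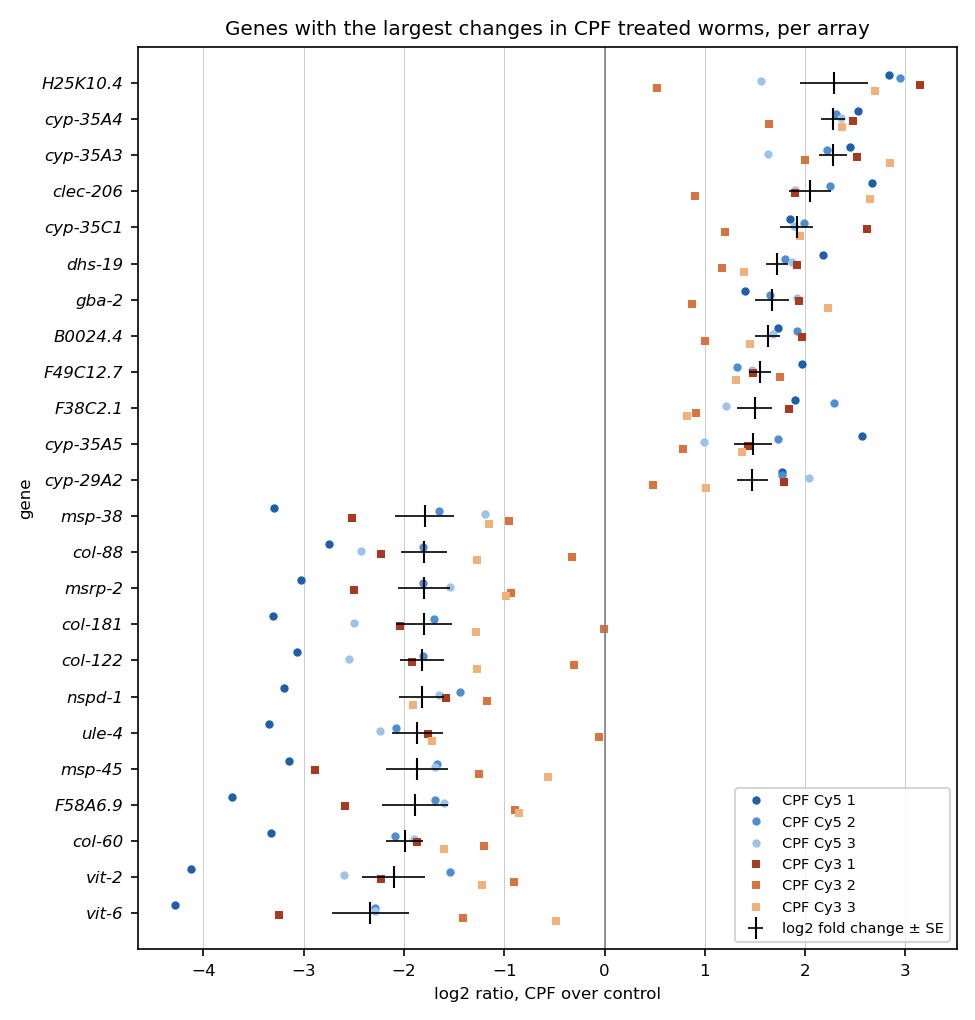
Log2 ratio of CPF over control on each of the 6 arrays (points, coloured by array) for the 12 genes with the highest and the 12 with the lowest change, and the fitted log2 fold change with its SE (black cross). The cyp-35A4 and cyp-35A3 ratios are 1.63 or more on all arrays, whereas those of vit-6 spread from -4.28 to -0.49.

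Cytochrome P450 enzymes carry out oxidation in phase I of detoxification, and the list members with the highest rises, cyp-35A4 and cyp-35A3, belong to them. Of 74 measured members, 10 rose and 0 fell; adjusted over the list alone, 15 rose and 1 fell. Besides cyp-35A4 (adjusted p = 0.0015) and cyp-35A3 (0.00195), cyp-35C1 rose by a log2 fold change of 1.92 ± 0.16, cyp-35A5 by 1.48 ± 0.19, cyp-29A2 by 1.47 ± 0.16 and cyp-25A2 by 1.23 ± 0.11 (n = 6). In the cyp-35 subfamily, which xenobiotics are known to induce, 4 of 10 genes rose and 0 fell (5 adjusted over the list alone), and 9 had a fold change above 0. Of the remaining members cyp-35A2 had a log2 fold change of 0.76 (adjusted p = 0.223) and cyp-35B1 of 0.19 (adjusted p = 0.618), with 0.82 within day 1 for cyp-35A2 (0.0278), while cyp-35A1 was not above background in either condition on any array. The median of the P450 list was 0.06 and that of the subfamily 0.48, with camera adjusted p of 4.3e-07 and 5.1e-10. With an estimated correlation the adjusted p were 0.149 and 0.284. The medians were 0.07 and 0.46 with scan day as a block, 0.10 and 0.61 within day 1, and 0.08 and 0.41 within day 2. Both lists were discussed by the study on these samples and are not independent evidence.

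Short chain dehydrogenases, the other phase I group, had 4 of 30 members that rose and 0 that fell, and the counts adjusted over the list alone were the same. The transcripts of dhs-19 rose by 1.72 ± 0.11 on the log2 scale (adjusted p = 0.00196), those of F25D1.5 by 1.04 ± 0.13, dhs-2 by 0.98 ± 0.08 and dhs-20 by 0.90 ± 0.11. The list median was 0.03 (camera adjusted p = 0.0228; adjusted p = 0.572 with an estimated correlation). It was 0.06 with scan day as a block and 0.17 within day 1, but -0.03 within day 2 (camera adjusted p = 0.71), and without CPF Cy3 replicate 1 it was -0.02 (camera adjusted p = 0.276). Without CPF Cy5 replicate 1 the list had a camera adjusted p of 0.0579, and with no background correction of 0.0567. Within day 2 the adjusted p of dhs-20 was 0.0637 and that of F25D1.5 was 0.0654. The study discussed this group, so it is not independent evidence.

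In phase II, UDP-glucuronosyltransferases, which couple sugar to lipophilic compounds, had 4 of 64 measured genes that rose and 0 that fell; adjusted over the list alone, 13 rose and 4 fell. The highest of the 4 was ugt-9 with a log2 fold change of 1.43 ± 0.20, followed by ugt-22 (0.81 ± 0.14), ugt-13 (0.70 ± 0.10) and ugt-44 (0.53 ± 0.08). Of 48 glutathione S-transferases, 3 rose and 0 fell (4 adjusted over the list alone): gst-7 (0.99 ± 0.16), gst-5 (0.85 ± 0.12) and gst-20 (0.71 ± 0.11). The daf-16 target gst-10 had a log2 fold change of -0.51 (adjusted p = 0.217), and without CPF Cy3 replicate 1 it passed with -0.67 (0.0321). The UGT median was 0.10 (camera adjusted p = 4.5e-04; adjusted p = 0.506 with an estimated correlation) and the GST median 0.05 (camera adjusted p = 0.0869; adjusted p = 0.705 with an estimated correlation). With scan day as a block the medians were 0.13 and 0.06, within day 1 they were 0.19 and 0.20, and within day 2 they were 0.01 and -0.06. With the block ugt-44 (adjusted p = 0.0566), gst-7 (0.0552) and gst-20 (0.0679) no longer passed, and within day 2 ugt-9 (0.0256) alone of these 7 genes passed, with 0.103 for ugt-13, 0.157 for ugt-22, 0.298 for ugt-44, 0.151 for gst-5, 0.208 for gst-7 and 0.378 for gst-20. Within day 2 the UGT list had a camera adjusted p of 0.478. On CPF Cy3 replicates 2 and 3 the UGT median was -0.06 and -0.05 and the GST median -0.10 and -0.36. With only spots of scanner code 3 kept the UGT median was -0.06 (camera adjusted p = 0.654), and without CPF Cy3 replicate 1 the UGT list had a camera adjusted p of 0.207. The GST list passed with scan day as a block (camera adjusted p = 0.0114), within day 1 (7.2e-07), without CPF Cy5 replicate 3 (0.0186) and without CPF Cy3 replicate 3 (8.2e-04), and its median was -0.03 without CPF Cy3 replicate 1.

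The cadmium responsive genes (cdr) had 1 of 7 members that rose, cdr-6, by 0.69 ± 0.10 on the log2 scale (adjusted p = 0.0286). Adjusted over the list alone, 5 rose and 0 fell. The log2 fold change was 0.67 for cdr-1 (adjusted p = 0.179), 0.45 for cdr-4 (0.281) and 0.44 for hrg-2, also named cdr-5 (0.0761). Within day 1 cdr-1 (1.02, adjusted p = 0.0209) and cdr-4 (0.82, 0.0196) passed, and without CPF Cy3 replicates 2 and 3 cdr-1 (0.0269), cdr-4 (0.0164) and hrg-2 (0.0379) did. The list median was 0.44 (camera adjusted p = 1.3e-04; adjusted p = 0.397 with an estimated correlation), 0.49 with scan day as a block, 0.55 within day 1 and 0.22 within day 2 (camera adjusted p = 0.0792), where cdr-6 had an adjusted p of 0.193. The UGT, GST and cdr lists were all discussed by the study and are not independent evidence. ABC transporters, which export xenobiotics from cells, had 0 of 31 members past the threshold and a median of 0.04 (camera adjusted p = 0.49).

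Of 6 vitellogenins, the yolk lipoproteins made in the intestine and taken up by oocytes, 4 fell: vit-6 (adjusted p = 0.0388), vit-2 (0.029), vit-4 with a log2 fold change of -1.70 ± 0.27 (0.036) and vit-1 with -0.67 ± 0.11 (0.0361). The other members, vit-3 (-1.82 ± 0.34, adjusted p = 0.054) and vit-5 (-1.85 ± 0.35, adjusted p = 0.0591), did not pass over all genes, and adjusted over the list alone 6 of 6 fell. The list median was -1.84 (camera adjusted p = 4.1e-11; adjusted p = 0.284 with an estimated correlation), and per array it lay between -4.06 on CPF Cy5 replicate 1 and -0.74 on CPF Cy3 replicate 2. With scan day as a block it was -1.89, within day 1 it was -2.31 and within day 2 it was -1.52. With the block the adjusted p was 0.0566 for vit-6, 0.0659 for vit-4 and 0.0708 for vit-1, so that vit-2 (0.046) alone still passed. Within day 1 the adjusted p was 0.0519 for vit-2 and 0.0898 for vit-4, and within day 2 vit-3 (0.00382) and vit-5 (0.00197) passed while vit-1 (0.356) did not. The vit genes are similar in sequence, so a probe may also bind the transcripts of another member. The study discussed this family and it is not independent evidence.

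Genes of sperm were among those that fell. Major sperm proteins, the cytoskeletal proteins that drive the crawling of nematode sperm, had 7 of 15 genes that fell and 0 that rose (12 fell, adjusted over the list alone). Examples are msp-45 with a log2 fold change of -1.87 ± 0.31 (adjusted p = 0.0404), msp-38 with -1.79 ± 0.30 (0.0399) and msp-32 with -1.67 ± 0.28 (0.0415). Among 61 other genes of spermatogenesis 13 fell and 0 rose (33 fell, adjusted over the list alone), among them the nematode specific peptide genes nspd-1 (-1.82 ± 0.22), nspd-4 (-1.75 ± 0.19) and nspd-5 (-1.60 ± 0.20). The medians were -1.65 and -0.32, with camera adjusted p of 1.3e-14 and 8.9e-24. With an estimated correlation the adjusted p were 0.397 and 0.284. With scan day as a block the medians were -1.72 and -0.35, within day 1 they were -2.41 and -0.47, and within day 2 they were -1.03 and -0.23. The block left msp-45 at an adjusted p of 0.0552, msp-38 at 0.0711 and msp-32 at 0.0671, and nspd-1 at 0.0348. Members of the msp and nspd families are nearly identical to each other, so values of single genes are uncertain. The sperm protein list was discussed by the study. The list of other spermatogenesis genes was not named there. However, the study's group of genes of the sperm protein type was larger than the list here and may include some of them. Both lists rest on the arrays that the study used.

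Of 25 genes of oogenesis and the eggshell, 1 fell, the germline RNA-binding gene cey-3 (-0.51 ± 0.09, adjusted p = 0.0423), and 3 fell when adjusted over the list alone. The list median was -0.43 (camera adjusted p = 2.2e-07; adjusted p = 0.439 with an estimated correlation). Among 26 genes of germline proliferation and meiosis, 0 passed the threshold and the median was -0.13 (camera adjusted p = 2.6e-04; adjusted p = 0.572 with an estimated correlation). The medians were -0.49 and -0.18 with scan day as a block and -0.78 and -0.48 within day 1, but -0.10 and 0.03 within day 2 (camera adjusted p = 0.151 and 0.292). On CPF Cy3 replicates 2 and 3 the oogenesis median was -0.02 and 0.19 and the germline median 0.08 and 0.39, and on each of the other 4 arrays both were below 0. Without CPF Cy3 replicate 1 the germline list had a camera adjusted p of 0.68, and with only spots of scanner code 3 kept the camera adjusted p were 0.712 and 0.324. With the block cey-3 had an adjusted p of 0.0852 and within day 2 of 0.551.

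Of 155 measured cuticle collagens 18 fell and 0 rose; adjusted over the list alone, 37 fell and 1 rose. After col-60 (adjusted p = 0.00912) the strongest falls were those of col-122 (-1.82 ± 0.22), col-181 (-1.80 ± 0.28) and col-88 (-1.80 ± 0.23), while col-175 fell by 1.35 ± 0.16 and col-120 by 1.02 ± 0.12 on the log2 scale. The median of the list was -0.06, with quartiles of -0.39 and 0.04 (camera adjusted p = 1.3e-07; adjusted p = 0.311 with an estimated correlation). It was -0.09 with scan day as a block, -0.13 within day 1 and -0.07 within day 2. The adjusted p of col-175 was 0.0507 within day 1 and that of col-120 was 0.0584 within day 2. On CPF Cy3 replicate 2 the ratio was -0.30 for col-122 and -0.01 for col-181. Collagens were discussed by the study and are not independent evidence. Among 92 genes of moulting and the hedgehog-related families, the warthog gene wrt-4 fell (-0.80 ± 0.12, adjusted p = 0.0314) and 0 rose (1 rose and 2 fell, adjusted over the list alone). The median of that list was 0.06 (camera adjusted p = 0.0272; adjusted p = 0.499 with an estimated correlation), with 0.07 under the scan day block, 0.10 within day 1 and 0.03 within day 2 (camera adjusted p = 0.675), where wrt-4 had an adjusted p of 0.123. Its camera adjusted p was 0.0579 without CPF Cy5 replicate 1, 0.076 without CPF Cy5 replicate 2 and 0.207 without CPF Cy3 replicate 1.

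Genes with a CUB-like domain, many of which respond to pathogens, had 2 of 18 members that rose and 0 that fell; adjusted over the list alone, 7 rose. They were the infection response gene irg-4 (F08G5.6), with a log2 fold change of 1.16 ± 0.12 (adjusted p = 0.012), and mbug-1 with 1.05 ± 0.11 (0.0121). The log2 fold change was 0.91 for irg-5 (adjusted p = 0.0508) and 0.57 for F55G11.2 (0.113). The list median was 0.22 (camera adjusted p = 1.5e-06; adjusted p = 0.397 with an estimated correlation), 0.25 with scan day as a block, 0.51 within day 1 and 0.02 within day 2 (camera adjusted p = 0.0597). With only spots of scanner code 3 kept its camera adjusted p was 0.0772. Within day 1 irg-5 (adjusted p = 0.00871) and F55G11.2 (0.0193) passed. On CPF Cy3 replicates 2 and 3 it was -0.23 and -0.12, against 0.34 or more on the other 4 arrays.

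C-type lectins, secreted proteins that bind sugars, went both ways, with 3 of 229 genes higher and 4 lower (5 and 7, adjusted over the list alone). The highest was clec-206 with a log2 fold change of 2.04 ± 0.21 (adjusted p = 0.012), then clec-209 with 1.42 ± 0.14, while clec-86 (-1.12 ± 0.12) and clec-48 (-0.67 ± 0.09) fell. Within day 2 clec-48 had an adjusted p of 0.186. The lectin median was 0.00 (camera adjusted p = 0.781). Of 16 lysozymes lys-10 fell (-0.67 ± 0.09, adjusted p = 0.0264), with 1 higher and 3 lower adjusted over the list alone, and lys-7 had 0.58 (adjusted p = 0.47). The direction of lys-7 turned with the arrays, with -0.07 within day 1 (adjusted p = 0.782), 0.97 within day 2 (0.0385), 0.88 without CPF Cy3 replicate 1 (0.022) and -0.03 without CPF Cy3 replicates 2 and 3 (0.939). The adjusted p of lys-10 was 0.0519 within day 1 and 0.153 within day 2. The lysozyme median was 0.02 and its mean 0.01, while the camera direction was down (adjusted p = 0.665). Of 22 saposin-like genes and 16 antimicrobial peptide genes of the caenacin and nlp families, 0 passed the threshold (1 saposin-like gene rose, adjusted over the list alone), with medians of -0.01 (camera adjusted p = 0.481) and 0.04 (0.986), and spp-1 had -0.47 (adjusted p = 0.337), with -0.56 within day 1 (0.0414). With only spots of scanner code 3 kept the saposin list had a camera adjusted p of 0.00376 (adjusted p = 0.705 with an estimated correlation over all spots). The CUB-like, lectin, lysozyme and saposin lists were discussed by the study.

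The genes of the known target of CPF did not pass the threshold over all 6 arrays without a block. Of the 4 acetylcholinesterase genes, ace-1 had a log2 fold change of 0.28 ± 0.09 (adjusted p = 0.283), ace-2 of -0.43 ± 0.16 (0.383) and ace-3 of 0.13 ± 0.07 (0.636), and ace-4 was not above background in either condition. With scan day as a block ace-2 passed (-0.57, adjusted p = 0.0481), as it did within day 1 (-0.65, 0.0278), but not within day 2 (-0.49, 0.35). The list had a camera adjusted p of 0.481. Of 34 genes of cholinergic signalling 0 passed, and their median was 0.05 (camera adjusted p = 0.0513; adjusted p = 0.572 with an estimated correlation), with 0.06 under the scan day block (camera adjusted p = 0.00392), 0.14 within day 1 (0.00252) and 0.04 within day 2 (0.42) at the preset correlation. Without CPF Cy5 replicate 2 that list had a camera adjusted p of 0.0321 and without CPF Cy3 replicate 3 of 0.00173. The metallothioneins mtl-1 and mtl-2 had log2 fold changes of -0.36 ± 0.12 (adjusted p = 0.276) and -0.00 ± 0.11 (0.997). Adjusted over that list alone 1 fell (list camera adjusted p = 0.24), a list that the study discussed.

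Of 50 heat shock genes 1 fell, the small heat shock gene hsp-12.3 (-0.58 ± 0.09, adjusted p = 0.0376), and 1 rose and 1 fell when adjusted over the list alone. The adjusted p of hsp-12.3 was 0.0547 with scan day as a block, 0.0577 within day 1 and 0.273 within day 2. The list had a median of -0.00 and a mean of 0.01, of opposite sign (camera adjusted p = 0.9). For 29 genes of oxidative stress the median was -0.03 with 0 past the threshold (camera adjusted p = 0.642), and for 9 dod genes, named for being downstream of daf-16, it was 0.04 with 0 past (0.0949) and 1 higher adjusted over the list alone. Without CPF Cy3 replicate 3 the dod list had a camera adjusted p of 0.0476 (adjusted p = 0.397 with an estimated correlation over all arrays). For 74 genes of fatty acid metabolism the median was -0.06 with 0 past, and 3 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.0548; adjusted p = 0.506 with an estimated correlation). At the preset correlation the fatty acid list passed within day 2 (median -0.08, camera adjusted p = 0.0273), without CPF Cy5 replicate 1 (0.0475) and without CPF Cy3 replicate 1 (0.00499), but its median was 0.01 within day 1 (0.99) and 0.02 without CPF Cy3 replicates 2 and 3 (0.974). Regulators that the study discussed had log2 fold changes of 0.02 (daf-16), -0.06 (mdt-15), 0.06 (skn-1), 0.07 (pmk-1), -0.06 (elt-2) and 0.05 (sma-9), with adjusted p of 0.899 or more, and each changed sign under at least 1 alternative.

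Markers of tissues had 0 members past the threshold, as did the ribosomal protein genes, which were read as a technical reference. The same held when adjusted over the list alone for these 4 lists and for the ABC transporter, oxidative stress, peptide, cholinergic, acetylcholinesterase and germline lists. Over 42 neuronal genes the median was 0.02 (camera adjusted p = 0.481), over 22 intestinal genes -0.03 (0.481), over 78 ribosomal protein genes -0.05 (0.0681) and over 28 muscle genes 0.06 (0.114). With an estimated correlation over all arrays the adjusted p was 0.784 for the neuronal list and 0.705 for the other 3, and the calls within days and without single arrays were made at the preset correlation. Within day 1 the neuronal median was 0.11 (camera adjusted p = 0.0124) and the intestinal median -0.18 (0.0045), against -0.10 (0.0792) and -0.00 (0.343) within day 2. The ribosomal list passed within day 2 (median -0.13, camera adjusted p = 3.6e-04; 0.04 and 0.278 within day 1), without CPF Cy5 replicate 2 (0.0104) and without CPF Cy3 replicate 1 (0.00358). The muscle median went apart between scan days, with -0.18 within day 1 (camera adjusted p = 1.2e-04) and 0.26 within day 2 (8.5e-08). On CPF Cy3 replicates 2 and 3 the muscle median was 0.38 and 0.47, and on CPF Cy3 replicate 1, without which the list had a camera adjusted p of 1.7e-06, it was -0.38.

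**Figure D2:**
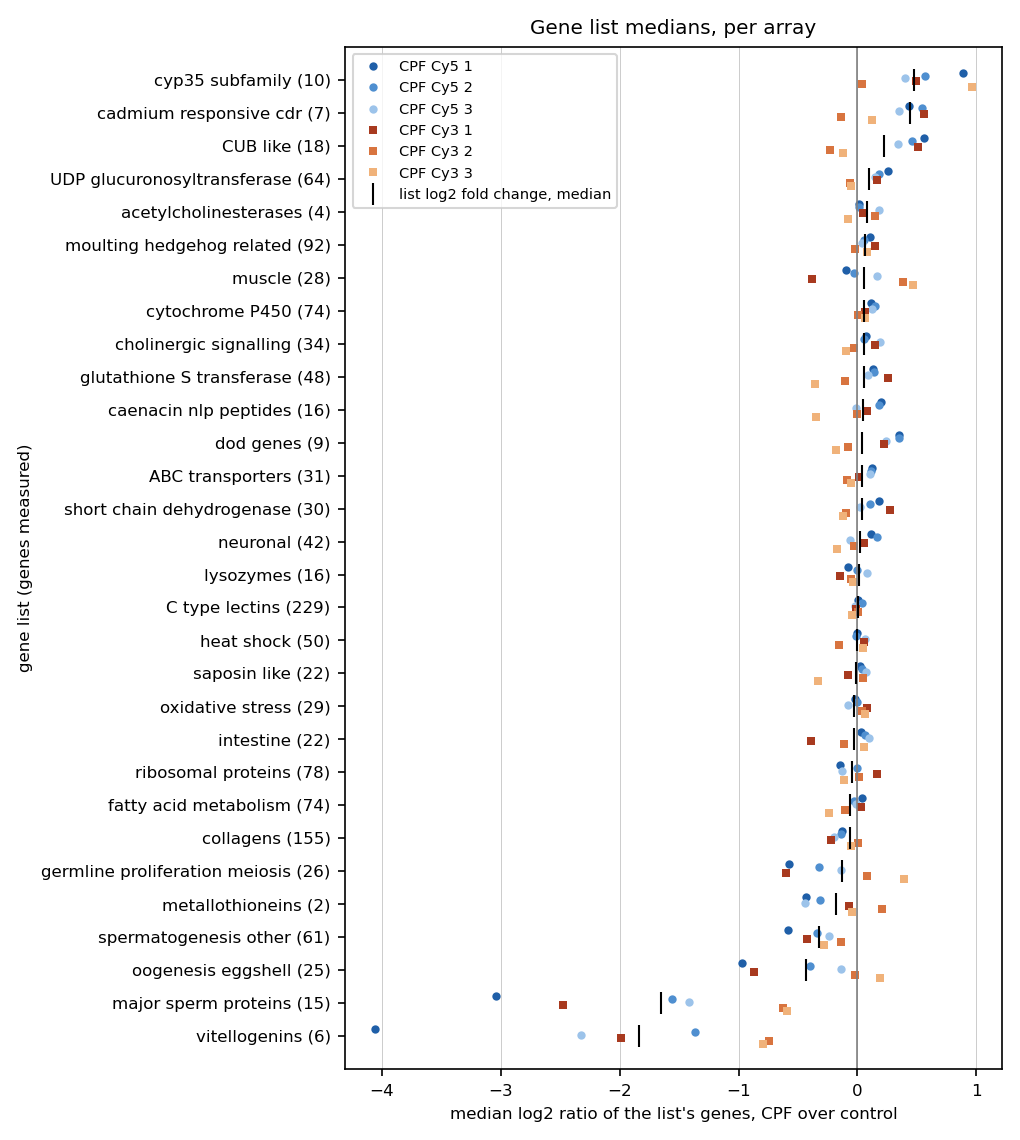
Median log2 ratio of CPF over control of each of the 30 gene lists on each of the 6 arrays (points, coloured by array) and the median of the fitted log2 fold changes (black bar), with the number of measured genes in brackets. Vitellogenins and major sperm proteins lie below 0 on all arrays, and the lowest array medians are -4.06 and -3.04.

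Of the genes with the largest changes, several lay outside the lists. Besides H25K10.4, the glucosylceramidase gene gba-2 rose by a log2 fold change of 1.67 ± 0.17 (adjusted p = 0.012), B0024.4 by 1.63 ± 0.12 (0.00331) and F49C12.7 by 1.55 ± 0.11 (0.00224). F38C2.1 was not above background in control worms on any array and was at least 2.34-fold higher in CPF treated worms (adjusted p = 0.0153). H25K10.4 was above background in 1 of 6 control samples, and its adjusted p was 0.0551 with scan day as a block and 0.0663 within day 2. Among genes that fell were F58A6.9 (-1.89 ± 0.33), ule-4 (-1.87 ± 0.26) and msrp-2 (-1.80 ± 0.26), the first with an adjusted p of 0.0751 under the block. On CPF Cy3 replicate 2 the ratio of ule-4 was -0.05. Of the 225 changed genes, 77 belonged to a list and 148 did not, of which 34 rose and 114 fell.

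The 6 arrays did not resemble each other equally. Across all probes, the log2 ratios of CPF over control of CPF Cy5 replicates 1 to 3 and CPF Cy3 replicate 1 correlated with r between 0.36 and 0.56. CPF Cy3 replicates 2 and 3 had r = 0.32 with each other, and with the other 4 arrays r lay between -0.12 and 0.10. These correlations are across probes, which are not independent replicates. On both arrays the medians of vitellogenins (-0.74 and -0.79) and major sperm proteins (-0.63 and -0.60) were below 0, and cyp-35A4 was at 1.63 and 2.37. Without CPF Cy3 replicates 2 and 3 the limma test gave 619 genes, 188 higher and 431 lower, and 163 of these were among the 225.

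**Figure D3:**
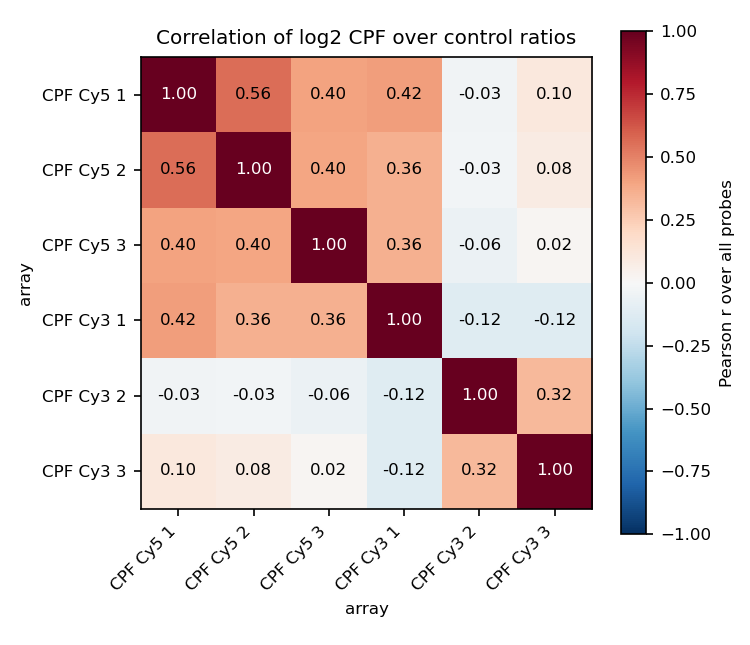
Pearson correlation across all probes of the log2 ratios of CPF over control between each pair of the 6 arrays, with colour from -1 (blue) to 1 (red). CPF Cy3 replicates 2 and 3 stand apart from the other 4 arrays, which correlate with r from 0.36 to 0.56 among themselves.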

Values the study reported

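The study reported 551 genes significantly regulated in CPF treated worms at a percentage of false positives below 0.05 in the rank product. It reported that 19 genes with domains of phase I of detoxification and 21 genes with domains of phase II responded to CPF. For the vitellogenins, 5 out of 6 members were reported as modified by CPF. The study reported 34 collagen genes and 33 genes of the major sperm protein type among those regulated by CPF. It described these groups as downstream of daf-16.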

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

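The tests on stage and on the arrays that stand apart were chosen after the results had been seen; the tests on brightness and cross-hybridisation and the other splits of the arrays were not. An array was singled out where its gap to the nearest of the other 5 was above Dixon's critical share of the whole range. Of 178 measures tested, 13 met this, and chance gives about 1 in 20 (5%).

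Of genes that rose, cyp-35A4 had a log2 ratio of 1.63 on CPF Cy3 replicate 2 against 2.31 to 2.53 on the others, and dhs-2 had 0.67 on CPF Cy3 replicate 1 against 0.96 to 1.07. Of genes that fell, nspd-1 had -3.19 on CPF Cy5 replicate 1 against -1.91 to -1.17. The vitellogenin vit-3, which was not called, had -4.08 on the same array against -1.90 to -0.67. Of other genes that were not called, daf-16 had -0.77 and the intestinal filament gene ifb-2 had -0.83 on CPF Cy3 replicate 1. The ratio of wrt-6 was -1.01 and that of the muscle gene unc-89 was 1.08 on CPF Cy3 replicate 3. Both dod-23, with -0.70 on CPF Cy5 replicate 2, and cpr-2, with 1.17 on CPF Cy3 replicate 2, were not above background in either condition. The median of the heat shock list was -0.15 on CPF Cy3 replicate 2. The share of spots with scanner code 3 was 15.5% on CPF Cy3 replicate 2, and that with code 4 was 22.7% on CPF Cy3 replicate 3.

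Spots that entered no comparison also gave signal. Spike-in control spots were above background in 10.7% of cases and spots with E. coli sequences in 47.2%, against 0.162% of empty spots. On CPF Cy3 replicate 2 the share of E. coli spots was 5.56%, that is 1 of 18, against 50% to 61.1% on the other 5 arrays. The food of the worms was E. coli. Whether these spots bound bacterial RNA or spiked RNA was not tested.

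Of the sperm, yolk and collagen genes 42 were called lower in CPF treated worms, with a median log2 fold change of -1.52. For a bias with brightness, 404 probes of matched brightness outside the lists had a median of -0.0114, with quartiles of -0.12 and 0.08. The loess had already centred log ratios at each brightness, so a median near 0 was built in. This test therefore leaves a bias with brightness open. Cross-hybridisation among near-identical sperm genes stays open, because the 32 spe genes, which do not form such a family, had a median below 0 on 5 of 6 arrays, with 28 of them lower, and a median of -0.16 with 1 that fell. A younger stage of the CPF cultures predicted a median of oocyte and eggshell genes below 0 on all arrays, which failed on CPF Cy3 replicate 3 (0.19) and held on 5 of 6 arrays, and since a median at or above 0 on at least 3 arrays was set as what would argue against it, stage stays open. An effect of CPF on the germline or on yolk and cuticle production at equal stage stays open as well, and no test separated it from stage.

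CPF Cy3 replicates 2 and 3 differed from the other 4 arrays. Weak signal is argued against, since over the 6408 probes above background on all arrays their highest correlation with the other arrays was 0.0927, whereas the lowest among the other 4 was 0.438. An exchange of CPF and control is argued against by the medians of vitellogenins and major sperm proteins, the highest of which was -0.595 on these arrays. The only other array of that scan day, CPF Cy5 replicate 3, correlated with them over all probes by at most 0.0177 and with the arrays of day 1 by at least 0.359, and of 11 lists whose medians had opposite signs on these arrays and on all of day 1 it had the sign of day 1 in 8 and of these arrays in 3 (muscle, neuronal, and caenacin and nlp peptides), but scan day stays open because this rests on a single array. CPF Cy3 replicates 2 and 3 were also the only arrays with CPF in Cy3 scanned on day 2. Dye orientation combined with scan day therefore cannot be told apart from other differences of these arrays. No biological explanation was tested.

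The 6 arrays can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 210 probes, 225 genes, 604 probes by rank product and 13 lists. The highest of the other splits gave 0 probes, 0 genes, 248 probes by rank product and 14 lists. In those splits a real effect of CPF goes largely into the residual spread of the changed probes. Few limma calls there were therefore partly built in. A result as large as the real one came from 1 of the 10 splits, the real one, for probes, genes and the rank product, and from 3 for lists. The split that follows scan day gave 0 probes, 140 probes by rank product and 2 lists. It tests a ratio of Cy5 over Cy3 that differs between days, not a difference between days in CPF over control. It therefore does not show whether scan day matters for the effect of CPF.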

How the results depend on the processing

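Scan day fits, the median foreground and the fit without CPF Cy3 replicates 2 and 3 were chosen after the data had been seen. The 54 named genes that were called kept their direction in all 23 settings where they had a value. This was largely built in, as the settings reuse the arrays on which the largest changes were chosen for the same sign. The limma counts, 210 probes and 225 genes, were 16 and 19 without background correction, 3 and 3 with plain subtraction, 16 and 19 from the authors' series values, and 122 and 145 with the median foreground. Without correction 46 of the 54 named genes lost the call. Probes numbered 360 with median centring, 319 with scale normalization, 412 at an adjusted p under 0.1, 12 under 0.01 and 604 by the rank product. Array weights gave 402 probes and 409 genes. Leaving out 1 array gave 6 to 335 probes, 7 to 313 genes, 353 to 639 probes by rank product and 12 to 16 lists. Scan day as a block gave 135 probes and 130 genes, day 1 alone 1200 and 863, day 2 alone 136 and 139, and the 4 arrays without CPF Cy3 replicates 2 and 3 gave 864 and 619. Rank product calls, 604 in the main setting, were 245 with plain subtraction, 382 over probes above background, 106 with only spots of scanner code 3 kept (136 genes by limma), 396 within day 1, 92 within day 2 and 357 at a PFP under 0.01. That code left 5967 probes for testing. The cause of the other moves was not tested.

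Of the 13 lists past camera, 0 passed with an estimated correlation and 2 with fry, the P450 and cyp-35 lists. With these among 26 alternatives the 13 lists passed in 18 (short chain dehydrogenases) to 25 (P450 and cyp-35). Of the others, the cholinergic list passed in 11 of 25, and of 26 the GST list passed in 8, fatty acid metabolism and muscle in 6 each, ribosomal proteins in 5, intestine in 2, and neuronal, dod and saposin in 1 each. Where a list passed in the main setting or under the alternative, medians changed sign for the UGT list with only code 3 kept (-0.0562), the short chain dehydrogenases without CPF Cy3 replicate 1 (-0.018, up to 0.0978 without other arrays) and within day 2 (-0.0345), the germline list within day 2 (0.027) and the muscle list within day 1 (-0.18) and without CPF Cy3 replicates 2 and 3 (-0.15). Where a list passed in neither, signs changed in 10 alternatives for lysozymes and for heat shock, 4 for neuronal, oxidative stress and C-type lectins, 3 for the caenacin and nlp peptides, 2 for GST, fatty acid metabolism, ribosomal proteins and ABC transporters, and 1 for saposin. With the replicate number as a block 15 probes and 60 genes were called. The block was fitted to the ratio of Cy5 over Cy3. A deviation in CPF over control that same-numbered arrays share is therefore not taken out by it, and these counts do not account for pairing. The study describes its biological replicates as independent. Deviations of same-numbered arrays correlated with r of 0.0991, 0.0805 and -0.0362, and those of other pairs with r from -0.126 to 0.0594. Not every array correlated best with its own number. Values this weak and few do not settle whether the numbers pair the samples. Signal limits the rest: 35.1% of probes were above background nowhere.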

Other observations

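Gene families outside the fixed lists were grouped by name stem, which was decided after the data had been seen. Of 360 families 4 passed camera after adjustment and 0 with an estimated correlation. The tau tubulin kinase family ttbk had a median log2 fold change of -0.36 over 9 genes (adjusted p = 1.4e-05; adjusted p = 0.951 with an estimated correlation) and was below 0 on 6 of 6 arrays, and ttbk-2.1 fell by 0.89. The family msrp had a median of -0.74 over 7 genes (0.00149), of which 2 fell, msrp-2 and msrp-6. The nematode specific peptides nsph had -0.64 over 6 genes (0.00389) and 0 fell, and the arrestin domain family arrd had 0.13 over 27 genes (0.0385) and 0 rose.

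Other called genes outside the lists, chosen here after their values were seen, were the flavin monooxygenase fmo-5 with a log2 fold change of 1.38 ± 0.09, the aldehyde dehydrogenase alh-5 with 0.83 ± 0.08 and the ceramide glucosyltransferase cgt-1 with 0.52 ± 0.08. The PDZ domain genes gipc-1 and gipc-2 had -1.32 and -1.19, and the nematode specific peptide genes nspa-5, nspa-8 and nspa-9 had -1.53, -1.58 and -1.42. The genes pud-4 and pud-2.1 had -1.32 and -1.51.

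The 13 abu genes, also chosen after their values were seen, had medians of -1.10, -0.81 and -0.12 on CPF Cy5 replicates 1 to 3, -1.35 on CPF Cy3 replicate 1, and 0.83 and 0.90 on CPF Cy3 replicates 2 and 3. Over all arrays 0 of them were called.

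At the PFP the study used, the rank product called 559 genes, among them 33 of 155 collagens, 6 of 6 vitellogenins, 14 of 74 P450 genes, 5 of 30 short chain dehydrogenases, 13 of 64 UGT genes, 4 of 48 GST genes and 3 of 7 cdr genes. The gene, collagen and vitellogenin counts are close to those quoted from the study above, and its detoxification groups were defined by protein domain. The counts here come from background-corrected ratios, whereas the authors' series values had no background correction. From those values the rank product called 622 probes, of which 509 were also called in the main setting. Only counts were set side by side, and the genes themselves were not compared with those of the study. Of the 15 genes named msp that were measured, 12 were called by the rank product. That is lower than the number quoted from the study above. Its text describes the genes of the sperm protein type as downstream of daf-16 and does not otherwise state how the group was defined.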
